A study of Homo sapiens with 18 samples.

How the data were processed

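RNA was measured by bulk sequencing in 18 libraries of human formative stem cells that, per the labels, derive from naive pluripotent stem cells. Libraries were made from total RNA with a directional kit, per the labels' protocols. The deposited table holds raw counts of reads for 32664 Ensembl gene IDs, each with a symbol, in 18 columns. The word raw count is part of the table's name, and its values are whole numbers whose totals differ between columns. The aligner, the counting program, the genome build, the annotation and the strand setting are not stated in the labels or in the table. In the table, 0 IDs had a total of 0, so IDs without any read are not listed in it, and 678 shared their symbol with another ID. Of the IDs, 30522 were found in GENCODE 29 (GRCh38) and 30352 in a table of gene names. The symbols used here are those of the deposited table.

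Libraries were grouped by the line and the medium in their labels, giving 6 groups of 3 (HNES1, iH9 and iS6, each in A3X and in A3XR). Within a group the libraries carry a number after the letter p (1, 4 and 7 in HNES1, 14, 21 and 22 in iH9, 14, 15 and 18 in iS6). The labels do not say what p, A3X or the added R stand for. In iH9 and iS6 the labels of the A3XR libraries carry another number (3, 11 and 12 in iH9, 3, 4 and 7 in iS6), which was not used in a test. HNES1 has no p number in common with the other lines, so line and p number cannot be told apart there.

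Library totals ranged from 6995900 to 13942669 counts. Shares of counts in single libraries are given with 95% Wilson intervals. Those intervals, and the limit of 3 counts used where all libraries of a group lie at or under it, cover counting error only. Between the 153 pairs of libraries, the chi-square of the counts per degree of freedom ranged from 2.97 to 327, so no library was a copy of another.

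Counts were fitted with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr by group, quasi-likelihood tests, Benjamini-Hochberg adjustment, threshold 0.05). The filter kept 10582 rows of the table. A model with 6 group means and 12 residual degrees of freedom gave A3XR against A3X in each line, the mean over the 3 lines, the difference of that effect between lines (an F test, with each pair of lines tested beside it) and the contrasts between lines. A slope per line was added for the trend with p number, in log2 units per step of p (9 residual degrees of freedom). The common biological coefficient of variation was 0.193 in the group model and 0.178 with slopes.

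Libraries of the same line and p number pair the media in 9 pairs. The pairing comes from the p number in the labels. It was checked by correlating the 2 libraries' deviations from their group means over the tested rows. The correlation was 0.360, 0.194 and 0.133 in HNES1 (p 1, 4 and 7), 0.271, 0.473 and 0.347 in iH9 (14, 21 and 22) and 0.127, 0.273 and 0.105 in iS6 (14, 15 and 18). Every pair exceeded 0.1. A fit with a replicate block for each pair (6 residual degrees of freedom, coefficient of variation 0.104) is therefore given beside the unpaired fit where it changed a call or a count of calls. For line contrasts and trends the block was a random effect in limma 3.58.1 (voom and duplicateCorrelation, with statmod 1.5.0), with an estimated correlation of 0.360 without slopes and 0.350 with them.

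Whether the rows hold the reads of the genes they name was examined first. GENCODE 29 was divided into windows of 5 Mb, and a window was taken to pass when it had at least 8 protein-coding genes of which at least 70% had a mean of at least 10 counts. This rule was chosen after the data were seen. In the text, a row outside these windows is called by its label only, and coordinates (GRCh38, 1-based) are given only for rows inside them. No row was renamed and no coordinate was converted between builds.

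Before the data were examined, 7 gene lists (retinoid response, naive, core, formative and primed pluripotency, mesendoderm and neuroectoderm, 96 genes in all) were fixed, together with the comparisons, the rule for naming genes and most alternatives. The retinoid list was included because R was understood, without the labels stating it, as an inverse agonist of retinoic acid receptors. Lists were tested with limma's camera (preset correlation 0.01, log2 CPM with prior count 2) and with fry. Of the 96 genes, 70 were listed in the table and 27 were tested, fewer than 80%, and 0 lay in windows that pass. The list tests are therefore void as tests of the named genes, and their values describe rows with those labels. A further list of genes of the sex chromosomes, fixed to check the line labels, was void for the same reason.

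Named rows had an adjusted p under 0.05 and a mean of at least 5 CPM in the libraries compared. They were the 5 largest rises and falls of the mean effect changed the same way in all 9 pairs, the 3 largest of each line changed the same way in its 3 pairs, the 5 smallest adjusted p for the difference between lines, the 3 highest and 3 lowest of each line contrast without overlap of the 6 and 6 libraries, and the 3 steepest rises and falls with p that were monotone in both media. The same rule was applied a further time to rows in windows that pass, a choice made after the data were seen. A fold change against a line with all libraries at or under 3 counts was computed as a lower bound.

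Alternatives were DESeq2 1.42.0, its size factors in edgeR, upper-quartile scaling, no filter beyond a total above 0, at least 10 counts in every library, the replicate block, each medium alone, each line left out, an additive model, the libraries of a single line, prior count 0.5, an estimated correlation for camera, and leaving out each library in turn. For shares of variance, the 500 rows of largest variance and rows scaled to unit variance were tried. Leaving out mitochondrial rows, RMRP and RN7SL5P, or all rows outside windows that pass, was added after the data were seen.

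The fits were tested on simulated data with 200 of 10582 rows changed. These data were drawn with the spread of the unpaired fit and without any correlation within pairs. The unpaired fit recovered 78% of them for the mean effect of A3XR (36% at a log2 change of 0.5, 80% at 1 and 96% at 2). It called 171 rows, of which 15 were unchanged. The paired fit recovered 70% and called 147 rows, 7 of them unchanged. The test of a difference between lines with pairs recovered 34% and called 77 rows, of which 9 were unchanged. As the simulated libraries had no pairs, these values of the paired fits do not carry over to the real data. The contrast of iS6 and iH9 recovered 73% (7 of 153 called rows unchanged), the trend in iH9 49% (3 of 101) and A3XR in HNES1 alone 59.5% (4 of 123). Camera and fry called 2 of 2 shifted lists and 0 of 5 unchanged lists. A search for displaced coordinates found 15 of 16 simulated displacements within 20 kb. These lay on a single chromosome, and both they and the distances searched were much shorter than the 2.5 Mb searched in the data. Recovery over longer distances was therefore not tested. Python 3.11.15 was used for the windows, that search and the plots.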

Results

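The 18 libraries came from cells of 3 lines, HNES1, iH9 and iS6, each cultured in A3X or A3XR medium, with 3 libraries in each of the 6 combinations. HNES1 is an established embryonic stem cell line. Series and sample labels describe all of them as human formative stem cells, derived from naive pluripotent cells. In HNES1, the A3X libraries held 12694101, 11168264 and 7950869 counts at p 1, 4 and 7, and the A3XR libraries 12190196, 7585135 and 9849118. In iH9, the totals at p 14, 21 and 22 were 9258884, 9692994 and 8371026 in A3X and 13942669, 11177752 and 11653796 in A3XR. In iS6, the totals at p 14, 15 and 18 were 8318714, 8220799 and 6995900 in A3X and 10182298, 10169253 and 9106054 in A3XR. Between 7181 and 9763 rows of the table had at least 10 counts in a library.

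The 36 rows of the mitochondrial genome took 62.4% ± 4.05 of the counts (SD, n = 18), with a range from 55.4% to 70.5%. MT-RNR2, a ribosomal RNA, alone took 51.4% ± 5.48 (SD, n = 18). Outside the mitochondrial rows, the libraries held from 2499872 to 4804722 counts. MT-RNR1, the other mitochondrial ribosomal RNA, took 27.8% of the counts in the iH9 A3XR library of p 22 (95% Wilson interval 27.8224% to 27.8739%), and MT-RNR2 took 37.7% there (37.6227% to 37.6784%). In the other libraries MT-RNR1 took from 3.17% to 5.44%.

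**Figure D1:**
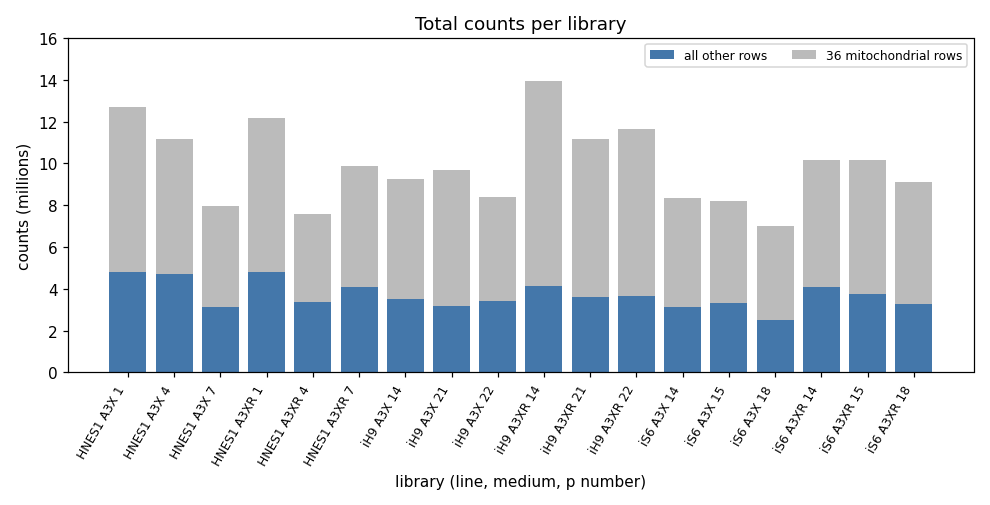
Total counts of the 18 libraries, one bar per library on a linear axis from 0, split into mitochondrial rows (grey) and all other rows (blue). Totals range from 6995900 to 13942669, and mitochondrial rows take between 55.4% and 70.5%.

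Several genes that nearly every cell expresses were listed near 0. GAPDH had 0 to 3 counts per library, ACTB 0 to 18, EEF1A1 0 to 1 and NPM1 0 to 3, while EEF2 had 51805 to 111363. The difference followed position in the genome. Of 540 windows of 5 Mb with at least 8 protein-coding genes in GENCODE 29, 26 passed the rule that at least 70% of these genes have a mean of 10 counts, the mitochondrial genome included. In the 25 nuclear windows that passed, 79.8% of 744 protein-coding genes reached that mean, and the median of their mean counts was 262. In nuclear windows that failed, 29.6% of 18901 genes reached it, with a median of 0.889. The median mean count of ribosomal protein genes was 4296 for the 3 genes in windows that passed and 0.222 for the 76 in windows that failed. The windows that passed lie on chromosomes 4, 5, 6, 9, 18 and 19, all within 45 Mb of the start of the chromosome. Outside these windows, labels were not taken to name the gene that the reads came from. Some rows there were well counted under their own label, such as RPLP2 (mean count 10969), RPL36 (7192) and RPS15A (5906).

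**Figure D2:**
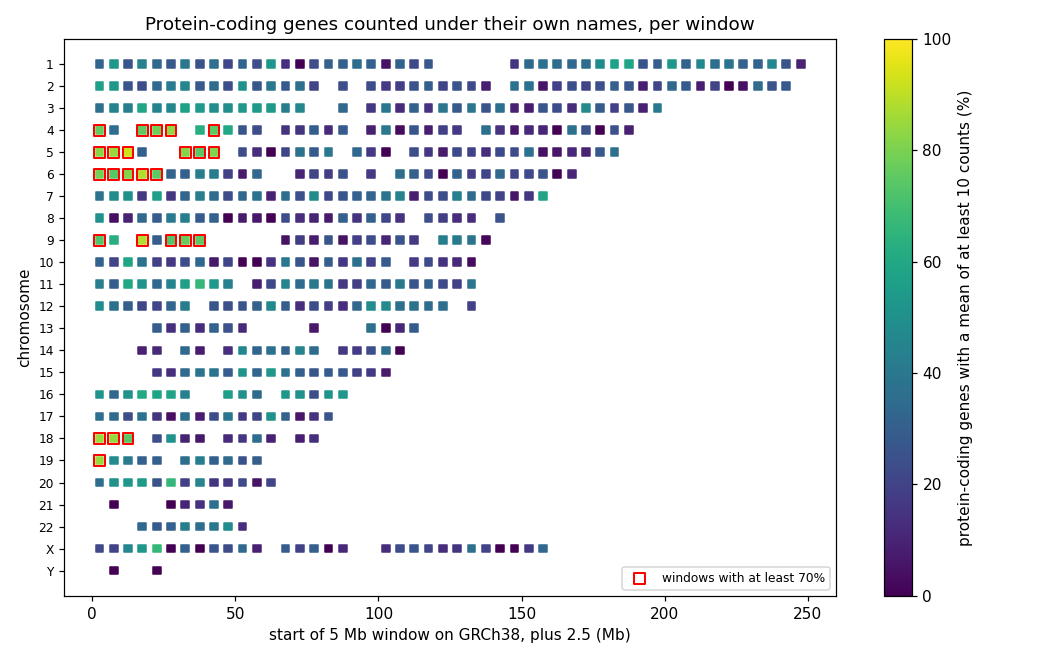
Percentage of protein-coding genes with a mean of at least 10 counts in each 5 Mb window of GRCh38, by chromosome (vertical axis) and position in Mb (horizontal axis). Red outlines mark the 25 nuclear windows with at least 70%, and the median of the windows that failed is 26.9%.

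How the libraries fall apart was described first. Line accounted for 53.3% of the variance of log2 CPM over the 10582 tested rows, medium for 2.67%, the line-by-medium term for 4.82% and the spread between p numbers within groups for 39.2%. The largest move among alternatives was to 81.5% for line and 1.03% for medium with the 500 rows of largest variance. The first principal component held 34.5% of the variance and the second 22.8%, and together they separated the 3 lines. The components after these, with 5.51% and 5.03%, spread the iH9 libraries by p number in both media.

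**Figure D3:**
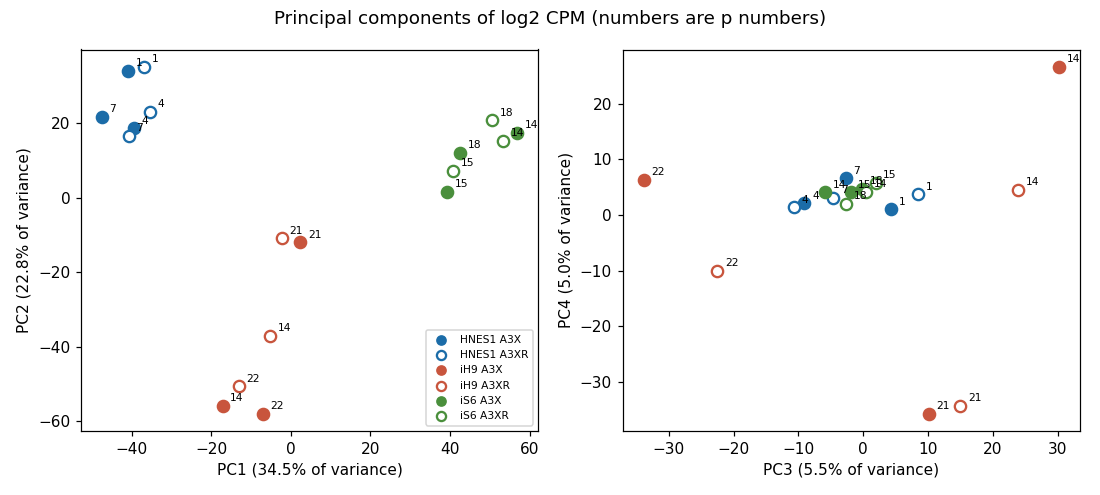
Principal components of log2 CPM, components 1 and 2 (left, 34.5% and 22.8% of the variance) and 3 and 4 (right, 5.51% and 5.03%). Each point is a library, with its p number beside it, the line as colour, and open circles for A3XR. The lines separate on the left, and iH9 libraries of the same p number lie near each other on the right.

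The comparison of A3XR with A3X asks what the change of medium does within a line. Averaged over the 3 lines, edgeR's quasi-likelihood test without pairs called 0 rows at an adjusted p under 0.05, and 299 of 10582 rows had an unadjusted p under 0.05. In HNES1 it called 0 rows (158 unadjusted), in iH9 0 (510 unadjusted) and in iS6 0 (156 unadjusted). The alternative that moved the mean effect most was the replicate block, in which libraries of the same line and p number are paired. The paired fit called 8 rows, 3 higher and 5 lower in A3XR, with 866 at an unadjusted p under 0.05. The paired counts were 3 rows in HNES1 (1 higher and 2 lower), 74 in iH9 (25 higher and 49 lower) and 1 in iS6, which was lower. As the unpaired fit called 0 rows in each of these contrasts, the paired and unpaired fits shared 0 calls. The count of 8 for the mean effect was 1 without the iS6 pair of p 15, 3 without that of p 14, 5 without the HNES1 pair of p 4, 26 without the iH9 pair of p 14 and 35 without that of p 21.

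Of the 8 rows, 2 lie in windows that passed. FGFR3 (ENSG00000068078, chromosome 4, 1793293 to 1808872, plus strand, GRCh38) was lower in A3XR in 9 of 9 pairs, with a log2 change of -0.42 ± 0.07 (SE) and an edgeR adjusted p of 0.00507 in the paired fit. Its mean in HNES1 was 28.2 ± 8.12 CPM in A3X and 21.8 ± 7.09 in A3XR (SD, n = 3 each). In iH9 the means were 81.0 ± 32.7 and 64.7 ± 27.5 CPM, and in iS6 94.3 ± 34.4 and 63.3 ± 22.2 CPM (SD, n = 3 each). In each line the difference between these means was smaller than the SD between p numbers in A3X. Without the iS6 pair of p 15, its edgeR adjusted p was 0.0644 and the log2 change -0.33. Over the 9 fits that each left out a pair, the adjusted p ranged from 3.68e-04 to 0.0644. ADCY2 (ENSG00000078295, chromosome 5, 7396208 to 7830081, plus strand), chosen after its values were seen, rose by a log2 change of 0.32 ± 0.07 (SE, edgeR adjusted p 0.0478 in the paired fit). ADCY2 was not called without the HNES1 pair of p 1 or of p 4, or without the iH9 pair of p 21. It was also not called without the iS6 pair of p 14 or of p 15. A gene on the other strand overlaps it, and the strand setting of the counting is not stated. By the rule for naming, the other rows were those labelled RPL7P21 (log2 change 0.52), GRPEL2P3 (-0.52), DGKZ (-0.33) and SNORD63 (-0.32), each changed the same way in 9 of 9 pairs. Over the 9 fits that left out a pair, the edgeR adjusted p was above the threshold in 3 for RPL7P21 (up to 0.0827), 4 for GRPEL2P3 (up to 0.148), 1 for DGKZ (0.0644, without the iS6 pair of p 15) and 0 for SNORD63.

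Within lines, NRN1 (ENSG00000124785, chromosome 6, 5997999 to 6007605, minus strand) was lower in A3XR in the 3 HNES1 pairs, with a log2 change of -0.90 ± 0.17 (SE) and an edgeR adjusted p of 0.0275 in the paired fit. Its mean was 36.0 ± 6.55 CPM in A3X and 19.98 ± 7.98 in A3XR (SD, n = 3 each). Leaving out the HNES1 pair of p 1, 4 or 7 raised the adjusted p to 0.617, 0.122 and 0.998. In iH9, 17 of the paired calls lie in windows that passed or on the mitochondrial genome. MT-ND6 (ENSG00000198695, mitochondrial genome, 14149 to 14673, minus strand) rose by 1.49 ± 0.20 log2 units (SE, edgeR adjusted p 1.09e-04) and was higher in 3 of 3 pairs. Its mean was 65.9 ± 17.2 CPM in A3X and 219 ± 172 in A3XR (SD, n = 3 each). CDH6 (ENSG00000113361, chromosome 5, 31193750 to 31329146, plus strand) fell by 1.07 log2 units, with an adjusted p of 0.0248 in the paired edgeR fit. Its log2 change was -2.18 without the iH9 pair of p 14, -0.62 without that of p 21 (adjusted p 0.146) and -0.70 without that of p 22 (0.272). The other rows named by the rule inside these windows were ANKRD33B (log2 change 0.88), MT-CYB (0.72), ID4 (-0.74) and TTC33 (-0.72), each changed in the same direction in 3 of 3 pairs. Without the pair of p 22, the adjusted p of ANKRD33B was 0.283 and that of ID4 0.309 (log2 change -0.42), that of ANKRD33B was 0.0756 without the iH9 pair of p 21 and 0.0555 without the HNES1 pair of p 4, and without the pair of p 14 it was 0.0712 for MT-CYB (log2 change 0.43) and 0.135 for TTC33 (-0.44). ANKRD33B, CDH6, ID4 and TTC33 overlap other annotated genes. Outside these windows the rule named rows labelled MT1JP, ADD2, RIPK2 and CTB-35F21.2 in iH9, RP11-438L7.3 and FAM90A27P in HNES1, and LINC01021 in iS6. Leaving out each of the 9 pairs in turn put CTB-35F21.2 above the threshold in 9 of 9 fits and ADD2 in 8 of 9. RIPK2 was above it without the iH9 pairs of p 14 (adjusted p 0.140) and p 22 (0.129). MT1JP was above it without the iH9 pair of p 21 (0.465, with a log2 change of 0.73 against 2.53 with all pairs). RP11-438L7.3 was above the threshold in 4 of these 9 fits, FAM90A27P in 2 and LINC01021 in 3. MT-ND6 was above it in 0, with log2 changes of 0.91 without the iH9 pair of p 22 and 2.07 without that of p 21.

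The paired counts within lines depended on single pairs. The count in iH9 was 38 without the pair of p 14, 232 without that of p 21 (63 of the 74 rows among them), 40 without that of p 22, and 47, 39 and 48 without the HNES1 pairs of p 1, 4 and 7. In HNES1 the count was 0 without the pair of p 4 or of p 7, and 8, 6 and 5 without the iH9 pairs of p 14, 21 and 22. In iS6 it was 0 without the pair of p 14 or of p 15 or the HNES1 pair of p 4, 2 without the iS6 pair of p 18, and 3, 2 and 2 without the iH9 pairs of p 14, 21 and 22.

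Whether the effect of A3XR differs between lines was tested directly. Without pairs, edgeR called 0 rows (186 unadjusted). The paired fit called 8 rows (681 unadjusted). By pairs of lines, it called 12 rows for iH9 against HNES1, 0 for iS6 against HNES1 (354 unadjusted) and 1 for iS6 against iH9. MT-ND6 had an edgeR adjusted p of 0.00445, with log2 changes of 0.07 in HNES1, 1.49 in iH9 and -0.21 in iS6. MT-ND2 (ENSG00000198763, mitochondrial genome, 4470 to 5511, plus strand) had an adjusted p of 0.0204, with log2 changes of -0.16, 0.52 and -0.21. The remaining rows named by the rule were labelled MT1JP, NBN and RN7SL5P. Over the 9 fits that left out a pair, the adjusted p was above the threshold in 0 for MT-ND6, 5 for MT-ND2 (up to 0.114), 1 for MT1JP (0.194, without the iH9 pair of p 21), 4 for NBN (up to 0.151) and 4 for RN7SL5P (up to 0.237). The count of 8 ran from 2 without the HNES1 pair of p 7 to 48 without the iH9 pair of p 21. The count of 12 for iH9 against HNES1 ran from 1 without the HNES1 pair of p 7 to 74 without the iH9 pair of p 21. The count of 1 for iS6 against iH9 ran from 0 without the iS6 pair of p 14 to 45 without the iH9 pair of p 21, and the count of 0 for iS6 against HNES1 was 1 without the iH9 pair of p 14 or of p 22.

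**Figure D4:**
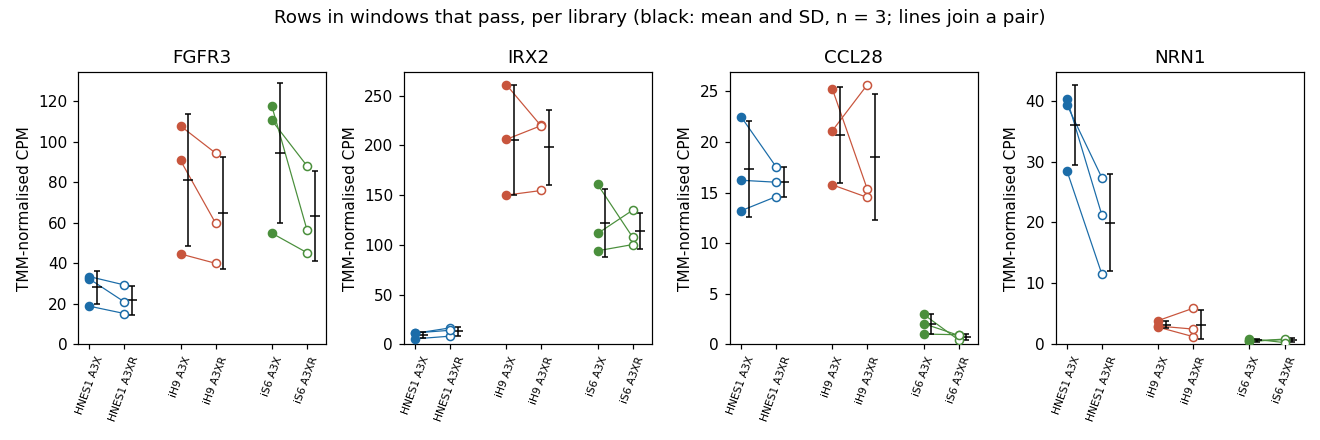
TMM-normalised CPM of 4 genes in windows that passed, per library (filled circles A3X, open circles A3XR, lines joining libraries of the same line and p number), with the mean and SD of each group in black (n = 3). FGFR3 is lower in A3XR in 9 of 9 pairs, and IRX2, CCL28 and NRN1 differ between lines.

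Contrasts between lines compare 6 libraries with 6, both media included. For iH9 against HNES1, edgeR called 2800 rows, 1444 higher and 1356 lower in iH9. For iS6 against HNES1 it called 3966, 1926 higher and 2040 lower, and for iS6 against iH9 4196, 2048 higher and 2148 lower. The alternative that moved these counts most while keeping all rows was the A3XR libraries alone for iH9 against HNES1 (1281 rows) and the A3X libraries alone for the others (1849 and 1732). With the pairs as a random effect in limma, the counts were 2117 for iH9 against HNES1, 3253 for iS6 against HNES1 and 3014 for iS6 against iH9. Rows in windows that passed were not centred on 0 in the unpaired edgeR fits of all libraries. Among 845 such rows the median log2 change was 0.08 for iH9 against HNES1, -0.15 for iS6 against HNES1 and -0.23 for iS6 against iH9, while the medians of the other rows were -0.04, 0.08 and 0.10. In these fits, which also give the values of the named rows, the calls among the 845 rows were 201 higher and 136 lower for iH9 against HNES1, 116 and 254 for iS6 against HNES1, and 83 and 321 for iS6 against iH9. With scaling and testing on rows in those windows alone, 360 rows were called for iH9 against HNES1 (183 higher and 177 lower), 368 for iS6 against HNES1 (182 and 186) and 350 for iS6 against iH9 (168 and 182).

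Between iH9 and HNES1, 129 rows in windows that passed met the rule for naming. The largest rises were in C5orf38 (ENSG00000186493, chromosome 5, 2752131 to 2755397, plus strand), IRX2 (ENSG00000170561, chromosome 5, 2745845 to 2751662, minus strand) and IRX1 (ENSG00000170549, chromosome 5, 3596054 to 3601403, plus strand). IRX2 had 202 ± 42.5 CPM in iH9 and 11.3 ± 3.96 in HNES1 (SD, n = 6 each), a log2 difference of 4.18 ± 0.20 (SE, edgeR adjusted p 9.62e-14). C5orf38 differed by 4.62 log2 units and IRX1 by 4.02. The largest falls were in NRN1 (-3.06 ± 0.26, SE, edgeR adjusted p 2.44e-09), ADCY2 (-2.39) and DLGAP1-AS1 (-2.26, ENSG00000177337, chromosome 18, 3593732 to 3598352, plus strand). DLGAP1-AS1 lies on the strand opposite DLGAP1 and IRX1 overlaps a gene on the other strand, so their counts are uncertain. Over all rows the rule gave, beside C5orf38, rows labelled XXbac-BPG248L24.13 (at least 70.7-fold higher in iH9), CDH9 (log2 difference 4.85), ZFY (at least 137-fold lower), ANKRD20A8P (at least 26.4-fold lower) and IFNL3 (-6.45).

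Between iS6 and HNES1, 205 rows in windows that passed met the rule. C5orf38 differed by 3.67 log2 units, IRX2 by 3.41 and CDH6 by 3.27. NRN1 was lower in iS6, with 0.661 ± 0.258 CPM against 28.01 ± 11.0 in HNES1 (SD, n = 6 each), a log2 difference of -5.33 ± 0.31 (SE, edgeR adjusted p 2.06e-12). LINC01108 (ENSG00000226673, chromosome 6, 14280127 to 14285454, minus strand) differed by -5.21 and CCDC152 (ENSG00000198865, chromosome 5, 42756801 to 42802360, plus strand) by -4.72. CCDC152 overlaps SELENOP on the other strand, so its counts are uncertain. Over all rows the rule gave those labelled CDH9 (log2 difference 5.80), LAMA3 (5.58), GAS2L3 (3.71), XXyac-YM21GA2.1 (at least 39.3-fold lower in iS6), ZFY (at least 142-fold lower) and LINC00648 (at least 180-fold lower).

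Between iS6 and iH9, 158 rows in windows that passed met the rule. LIMCH1 (ENSG00000064042, chromosome 4, 41359607 to 41700044, plus strand) differed by 1.60 log2 units, COLEC12 (ENSG00000158270, chromosome 18, 316740 to 500722, minus strand) by 1.38 and RP11-384P7.7 (ENSG00000260947, chromosome 9, 33697459 to 33700986, plus strand) by 1.06. CCL28 (ENSG00000151882, chromosome 5, 43376645 to 43412391, minus strand) was lower in iS6, with 1.39 ± 0.941 CPM against 19.6 ± 5.10 in iH9 (SD, n = 6 each), a log2 difference of -3.96 ± 0.24 (SE, edgeR adjusted p 1.23e-11). CCDC152 differed by -4.12 and CFD (ENSG00000197766, chromosome 19, 859643 to 863630, plus strand) by -2.46. LIMCH1 and COLEC12 overlap other annotated genes. Over all rows the rule gave those labelled GAS2L3 (3.19), SCYL2 (3.02), ENSG00000258171 (2.49), XXbac-BPG248L24.13 (at least 63.6-fold lower in iS6), CR2 (-7.28) and FAM90A27P (-6.63).

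The trend with p number asks whether expression moved over the span of p covered by a line. In HNES1, edgeR called 19 rows, 12 rising and 7 falling with p. In iH9 it called 13, 2 rising and 11 falling, and in iS6 0 (385 unadjusted). Without the A3X library of p 1 the HNES1 count was 3, without the A3XR library of p 1 it was 6 and without that of p 7 it was 10. The iH9 count was 1 without the A3X library of p 14, 36 and 23 without the A3X libraries of p 21 and 22, and 43 and 75 without the A3XR libraries of p 21 and 22. Testing without a filter gave 86, 156 and 14 rows. With the pairs as a random effect in limma, 14 rows were called in HNES1, 6 in iH9 and 0 in iS6. The row labelled CER1, in a window with too few protein-coding genes to be judged, fell by 0.66 ± 0.11 log2 units per step of p in HNES1 (SE, edgeR adjusted p 0.00854). It had 203 CPM at p 1, 19.2 at p 4 and 18.9 at p 7 in A3X, and 399.96 CPM, 26.3 and 22.2 in A3XR. Its adjusted p was 0.110 in DESeq2, 0.535 without the A3X library of p 1, 0.843 without the A3XR library of p 1 and 0.0758 without the A3XR library of p 7. ADCY2 rose by 0.29 ± 0.04 per step (SE, edgeR adjusted p 7.17e-04), and the adjusted p was 0.147 without the A3X library of p 1. The rule also named rows labelled PLBD1, PCDHGC5, POLE and, by ID, ENSG00000256862. The adjusted p of PLBD1 was 0.0982 with the pairs as a random effect in limma, 0.999 and 0.169 without the A3X libraries of p 1 and 7, and 0.414 and 0.273 without the A3XR libraries of p 1 and 7. That of POLE was 0.999 without the A3X library of p 1, and 0.614 and 0.115 without the A3XR libraries of p 1 and 7. That of ENSG00000256862 was 0.862 and 0.477 without the A3X and the A3XR library of p 1. In iH9, NEDD9 (ENSG00000111859, chromosome 6, 11183298 to 11382348, minus strand) fell by 0.29 ± 0.04 per step (SE, edgeR adjusted p 0.00223), with 0.0768 and 0.0942 without the A3X and the A3XR library of p 14. DNAJA1 (ENSG00000086061, chromosome 9, 33025211 to 33039907, plus strand) fell by 0.13 per step and KIF24 (ENSG00000186638, chromosome 9, 34252381 to 34311371, minus strand) by 0.11. The adjusted p of DNAJA1 was 0.404 without the A3X library of p 14 and 0.293 with the iH9 libraries alone. That of KIF24 was 0.561 and 0.157 without the A3X and the A3XR library of p 14, and 0.0750 without the A3X library of p 22. It was also above the threshold under upper-quartile scaling (0.0661), with at least 10 counts in every library (0.0792), on rows in windows that passed alone (0.108), with the pairs as a random effect (0.224) and with the iH9 libraries alone (0.712). NEDD9 and KIF24 overlap other annotated genes.

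The 7 gene lists were tested for A3XR against A3X, although 0 of their genes lay in windows that passed, so the values belong to rows with those labels. The mean log2 change over a list's rows was 0.09 for retinoid response (5 rows, 4 higher) and -0.06 for naive (5 rows, 1 higher). It was 0.14 in the core pluripotency list (3 rows, 2 higher) and 0.08 in the formative list (4 rows, 3 higher). It was 0.07 in the primed list (4 rows, 2 higher) and 0.38 in the mesendoderm list (2 rows, both higher). In the neuroectoderm list it was -0.11 (4 rows, 2 higher). Camera's adjusted p over the 7 lists was 0.283 for the core list (raw 0.0405) and 0.666 for each of the others, so 0 lists were called, and 1 had a raw p under 0.05. With fry, an estimated correlation or the pairs, 0 lists were called as well. For single rows, 0 of 27 were called adjusted over the list alone (1 at an unadjusted p under 0.05), and 2 of 27 in the paired fit. For the trend with p in HNES1, the naive list had a mean slope of -0.00323 (camera adjusted p 0.881). The neuroectoderm list had 0.0905, with a raw p of 0.0283 and an adjusted p of 0.198. The other lists had adjusted p of 0.881 or 0.987, with slopes of 5.68e-04 for the retinoid, 0.00223 for the core, 0.00214 for the formative, -0.0188 for the primed and -0.221 for the mesendoderm list.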

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

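The test that assigns pairs to lines in other ways was chosen only after the count it tests was seen.

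The effect of A3XR differed between the 3 lines in 8 rows when libraries of the same line and p number were paired, by a test of the difference itself, while the unpaired fit called 0 (186 unadjusted). On simulated data, drawn without correlation within pairs, that paired test called 77 rows, of which 9 were unchanged. The share of unchanged rows among the real calls stays unknown. The rows were labelled MT1JP, MT-ND6, AADACL4, NBN, MT-ND2, RN7SL5P, AC007551.1 and LINC01021, of which MT-ND6 and MT-ND2 have labels that can be read as genes. Those named by their values rather than by the rule were AADACL4, AC007551.1 and LINC01021. In 7 of the 8 the iH9 effect was the largest in size, and in LINC01021 the iS6 effect (-0.87) was. Assigning the 9 pairs to lines in other ways gave as many rows in 4 of 100 drawn assignments, the real one included, out of 280 possible, and the highest count among the others was 9. The unusual composition of the iH9 A3XR library of p 22 is not the whole source of the count, as 12 rows were called without its pair, 7 of the 8 among them. The count depends on which pairs are present. It was 2 without the HNES1 pair of p 7, 3 without the iS6 pair of p 14, 4 and 5 without the HNES1 pairs of p 1 and 4, 13 without the iH9 pair of p 14 and 48 without the iH9 pair of p 21. MT-ND6 stayed past the threshold in each of the 9 fits that left out a pair, while MT-ND2 did not in 5 of the 9. Its adjusted p was 0.0581, 0.0503 and 0.114 without the HNES1 pairs of p 1, 4 and 7, 0.0514 without the iH9 pair of p 14 and 0.0688 without the iS6 pair of p 14. The row labelled MT1JP had 0.194 without the iH9 pair of p 21. The log2 change of MT-ND6 in iH9 ranged from 0.91 to 2.07 over them.

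Library composition stays open for part of the 8 rows. Without the mitochondrial rows, RMRP and RN7SL5P in the library sizes, 3 rows were called, and all 3 were among the 8. The 3 mitochondrial or small RNA rows themselves are absent from that fit. The share of mitochondrial counts was 63.0% ± 4.02 in iH9 A3X and 68.9% ± 1.40 in iH9 A3XR (SD, n = 3 each). A response of iH9 to A3XR that the other lines do not share is the biological explanation the design names, and it stays untested apart from these counts.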

How the results depend on the processing

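Alternatives were fixed before the data were examined, except the fits without mitochondrial rows, RMRP and RN7SL5P and the fits on rows in windows that pass.

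With the replicate block, the counts for A3XR against A3X were 8 (mean), 3 (HNES1), 74 (iH9) and 1 (iS6), and 8 for the difference between lines. With the block and at least 10 counts in every library they were 8, 1, 91, 0 in iS6, and 3. The cause was not tested beyond the correlation within pairs. As a random effect the block gave 2117, 3253 and 3014 rows for the line contrasts. For the trends in HNES1, iH9 and iS6 it gave 14, 6 and 0. With a fixed term for each pair, the block changed no list call for A3XR against A3X. That list test was not run for the trends.

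With no filter beyond a total above 0, the counts were 5 (mean), 1 (HNES1), 15 (iH9), 2 (iS6) and 11 (difference between lines), and 86, 156 and 14 for the trends. The cause was not tested. With at least 10 counts in every library, fewer rows were tested, and the counts were 2609 for iS6 against HNES1, 2639 for iS6 against iH9, 5 for the trend in HNES1 and 8 for that in iH9. The A3X libraries alone gave 1377, 1849 and 1732 rows for the line contrasts, and the A3XR libraries alone 1281, 2186 and 2233, with fewer libraries. The libraries of a line alone gave trend counts of 91, 3 and 3, and DESeq2 33, 81 and 1. The cause was not tested. Rows in windows that pass gave 360, 368 and 350 for the line contrasts and 3 for the trend in HNES1, with fewer rows tested. Upper-quartile scaling moved the median log2 change of all rows for iS6 against iH9 from 0.06 to 0.14, and 56.5% of the calls were then higher in iS6, against 48.8%.

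Across fits that each left out a library, the counts ran from 2353 to 3482 (iH9 against HNES1), 3465 to 3867 (iS6 against HNES1), 3402 to 4852 (iS6 against iH9), 3 to 28 (trend in HNES1) and 1 to 75 (trend in iH9). The count for A3XR in iH9 ran from 0 to 48, with 48 without the A3X library of p 21 and 1 without the A3XR library of p 21. The count for the difference between lines ran from 0 to 1, the 1 without the iH9 A3X library of p 21. For A3XR in HNES1, in iS6 and as a mean, and for the trend in iS6, each such fit gave 0.

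Line took 59.1% and medium 2.30% of the variance with at least 10 counts in every library, 51.5% and 2.84% with prior count 0.5, 81.5% and 1.03% with the 500 rows of largest variance, and 42.8% and 3.31% with rows scaled to unit variance.

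No list passed the threshold under any alternative. Leaving out a library, the list means ran from 0.01 (without iH9 A3XR p 21) to 0.16 (without iH9 A3X p 21) for retinoid. They ran from -0.08 (iH9 A3X p 21) to -0.02 (iH9 A3X p 14) for naive and 0.11 to 0.16 for core. For formative they ran from 0.03 (HNES1 A3XR p 7) to 0.11. For primed they ran from -0.0174 (HNES1 A3XR p 1) to 0.15 (iS6 A3XR p 15). For mesendoderm they ran from 0.16 (HNES1 A3X p 7) to 0.54. For neuroectoderm they ran from -0.22 (iS6 A3XR p 15) to -0.02 (iH9 A3X p 14). The naive slope with p in HNES1 ran from -0.0126 to 0.00495, above 0 without the A3XR library of p 7. With at least 10 counts in every library, the primed, mesendoderm and neuroectoderm lists gave no value.

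The 35 named results of the line contrasts kept direction and side of the threshold in all 730 alternatives. Of 127 alternatives for the 9 named results of the trends, 27 were weaker and 0 reversed, 8 of the 9 results were weaker at least once, and 19 of the 54 fits that left out a library were weaker. For the 24 named results of the paired fit, of 216 fits that each left out a pair, 63 were above the threshold. For results within a line, most of these fits left out a pair of another line, which tests the result little. In each fit, 3 of the 24 stayed past the threshold. They were MT-ND6 in iH9, MT-ND6 for the difference between lines, and the row labelled SNORD63 for the mean effect. What depth limits was not tested by varying it. On simulated data of the same depth, a log2 change of 0.5 was recovered in 36% of changed rows for the mean effect and 12% for HNES1 alone. For the trend in iH9, a total change of 0.5 from p 14 to p 22, not per step, was recovered in 0%.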

Other observations

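The tests of position on another build, of ribosomal protein genes, of strand, of pseudogenes, of depth and of shuffled labels were chosen after the pattern was seen, as were the paired form of the splits and the counts over splits that part as many pairs. The search limit, the tolerance of 20 kb and the rule for windows were also chosen after a look at some windows.

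Many genes that nearly every cell expresses were listed near 0 outside the windows that passed, though some, such as RPLP2 (mean count 10969), were well counted there. The tables argue against several explanations. Too little messenger RNA or too little depth would lower the ribosomal protein genes alike, but 47 of these 79 genes had a mean under 1 count while 6 had a mean of at least 1000 in the same libraries. Labels shuffled over the whole table would leave the share of counted protein-coding genes varying between windows only as in a shuffle, but its SD over 539 nuclear windows was 18.3 percentage points, against 10.9 at most in 1000 shuffles. Reads lost to near-identical copies would spare genes without a named pseudogene. Of 44 mitochondrial ribosomal protein genes without a named pseudogene, 31 had a mean under 10 counts (20 of them under 1), which argues against such copies as the cause for genes without them. Of the 34 with a named pseudogene, 28 were under 10, so that a part played by copies stays open for these. Counting on the wrong strand would put the reads on the opposite strand, but the same strand gave the higher correlation in 88.8% of windows that failed.

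A candidate explanation is that the gene coordinates used in counting came from another genome build than the alignment, so that exons were displaced against the reads. If so, moving the exons of a window by some distance should line its counts up with the exons found there. In 437 windows with at least 60 genes, distances up to 2.5 Mb were tried in steps of 500 bases. Of the 418 that failed, 92.3% had a highest same-strand correlation above 0.452, the 95th percentile of permuted counts. The median of the highest opposite-strand correlations in these windows was 0.476, also above 0.452. Permuting breaks any link of counts with exon length as well, so this share alone does not show a displacement. Adjacent windows that failed reached their highest correlation at distances within 20 kb of each other in 33.2% of 313 pairs, against 0.958% with permuted counts. All 19 scanned windows that passed peaked within 20 kb of 0, and 82 that failed did too. The distances were searched again without the exons of any ribosomal protein gene, so that these genes did not choose them. Of 73 ribosomal protein genes in windows that failed, 59 lay in a window with a distance above 20 kb, and 18 of these had a row moved onto them, with a median mean count of 187. In 10 repeats of that search with permuted counts, the highest such median was 2.28. The median was 0.694 for the own rows of the 18 genes, and in 14 of the 18 the moved row held more counts than the own row. The distances that some adjacent windows shared and the rows moved onto ribosomal protein genes go with displaced coordinates in many windows. They leave open the build, the exact distances and whether every window is affected, since most adjacent pairs did not share a distance. No biological explanation was tested.

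Other splits of the same libraries were counted for the tests across rows. For each line contrast, 1 of 100 drawn splits of the 12 libraries, the real one, gave as many rows, out of 200 possible that kept the media balanced. The highest counts among the other splits were 1338 for iH9 against HNES1, 851 for iS6 against HNES1 and 2536 for iS6 against iH9. Those splits part libraries of the same line and p number, as the real one does not. Among the 10 splits that keep every such pair on one side, 1 of 10 gave as many rows in each contrast, and the highest other counts were 2, 0 and 15. For A3XR against A3X in the paired fit, 1 of 100 drawn swaps of the media within pairs, the real one, gave 8 rows or more, out of 256 possible, and the highest other count was 4. In the unpaired fit, 70 of 100 drawn splits within lines, out of 4000, gave as many rows at an unadjusted p under 0.05 as the real 299, and the median of the others was 506. Most of those splits leave some pairs whole on one side, while the real one parts all 9. Among 100 drawn swaps that part all 9 pairs, 2 of 100 gave as many, with a median of 188 in the others. Within lines, 6 of 10 splits in HNES1, 7 of 10 in iH9 and 9 of 10 in iS6 gave as many such rows, and 10 splits cannot give a share under 0.1. Of these 10 splits, 4 part all 3 pairs as the real one does, and as many rows came from 1 of 4 in HNES1, 1 of 4 in iH9 and 3 of 4 in iS6. For the trends, 1 of 18 orders of the p numbers in HNES1 and 5 of 18 in iH9 gave as many rows, and 18 orders cannot give a share under 0.05. Among the 3 orders that keep the pairs, it was 1 of 3 in HNES1 and 3 of 3 in iH9, where another order gave 1268 rows.

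A shift in the mitochondrial share of the counts was weighed for the 8 rows that differed between media in the paired fit. Without the mitochondrial rows, RMRP and RN7SL5P in the library sizes, 11 rows were called, and the 8 were all among them. The log2 change of FGFR3 was -0.413 there, against -0.415 with all rows. This argues against an effect of that shift on the library scaling as their source. Other effects of the shift were not tested. The number of rows called depended on which pairs were present. The count was 1 without the iS6 pair of p 15, 3 without that of p 14, 5 without the HNES1 pair of p 4, 26 without the iH9 pair of p 14, 35 without that of p 21 and 12 without that of p 22. The row labelled SNORD63 stayed past the threshold in each of the 9 fits that left out a pair.

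In the iH9 A3XR library of p 22, MT-RNR1 took 27.8% of the counts and MT-RNR2 37.7%, while in the other libraries MT-RNR1 took between 3.17% and 5.44%.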
